A study of Mus musculus with 2 samples. Its data were reported in "Prdm6 controls heart development by regulating neural crest cell differentiation and migration" (2022).

How the data were processed

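Single-cell RNA sequencing was carried out on the cardiac neural crest region of mouse embryos at E9.5, the stretch of tissue that lies between the middle of the otic placode and the back of the fourth somite. The samples were 2 libraries, 1 per genotype. The WT library came from Prdm6+/+; Wnt1-Cre2; ZsGreen1 embryos and the KO library from Prdm6f/f; Wnt1-Cre2; ZsGreen1 embryos. Wnt1-Cre2 is a transgene that makes Cre recombinase in the Wnt1 lineage, to which the neural crest belongs. Cre deletes the floxed part of Prdm6 in these cells and turns on ZsGreen1, a green fluorescent reporter. No sorting step is described, and cells of other lineages, in which Prdm6 is not deleted, were captured in both libraries. Per the methods of the study, samples were barcoded, pooled and told apart by MULTI-Seq, and whether each embryo had its own barcode is not said. No map from cells to embryos was used here, so the library was the unit of replication and each genotype had 1.

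The authors obtained unique molecular identifier (UMI) counts with Cell Ranger from 3′ droplet libraries. Per their methods, cells with fewer than 200 or more than 6000 UMIs, cells with fewer than 200 genes and genes found in fewer than 3 cells were removed, mitochondrial and ribosomal UMIs were taken out, and doublets were removed with a caller, though whether before deposit is not said. The deposited values are the square root of scaled UMI counts. Each count had been divided by the total of its cell, multiplied by 1641, which is the median number of UMIs per cell over both libraries, and square-root transformed. The squared values summed to 1641 in each cell, and the UMI counts could be recovered from them: 100% of the nonzero values were whole within 0.01. The 18131 genes had 0 mitochondrial, 0 ribosomal protein and 0 reporter columns. The smallest number of cells with a UMI of any gene was 3, and 0 cells lay outside the UMI and gene limits of the study. The methods name a human genome joined with the reporter as the reference, whereas the symbols deposited are those of mouse, and the annotation release was not stated. Of the symbols, 17917 were found in GENCODE vM21 (GRCm38), from which coordinates are given, and 214 were not. Reads from the 3′ end of a transcript do not tell a deleted allele from an intact one, so Prdm6 UMIs in the KO library can come from either.

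The WT library held 11958 cells and 20781384 UMIs, and the KO library held 9765 cells and 18936857 UMIs. Values per gene are UMIs per 1000000 UMIs (CPM) of the library, or of the cell class in that library, with an exact Poisson interval of 95%. The log2 ratio of KO over WT carries an exact conditional interval of 95%. Shares of cells carry exact (Clopper-Pearson) binomial intervals of 95%. The intervals of CPM and of their ratios treat UMIs as independent and leave out the clumping of UMIs within cells. All intervals cover counting error only: they leave out the spread between embryos and between libraries, which 1 library per genotype cannot show. For this reason no test across cells was made and no gene is called changed. A count of 0 was read as allowing up to 3 counts. A ratio against 0 was computed against this floor of 3 UMIs in the class, and no ratio is given where both libraries had 3 UMIs or fewer. Shares of cells with a UMI are given over all cells and after each cell was thinned at random to 1000 UMIs, which left out 1361 WT and 125 KO cells that were shallower. Because the deposited values were not raw counts, the count models named in the plan were not run. Their scalings, a trimmed mean of log ratios and a median of ratios, were computed from the recovered counts.

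Cells were clustered on the square-root values. The 15 compared genes, the cell cycle lists, Xist, Tsix and the Y-linked genes were left out. A graph of 3 neighbours per library over 100 principal components was built with umap-learn 0.5.12, in the manner of the batch-balanced graph of the study, and clustered with the Louvain method of igraph 0.11.9 at resolution 2. Of 20 runs, that with the highest modularity was kept. Imputation and merging of clusters by hand, which the study used, were not done. A cluster took the name of a class, written X-like, where at least 3 of its fixed markers were raised at least 2-fold, at least 2 of them were among its 10 leading genes, and no other class had more markers there. Leading genes had at least 100 UMIs in a cluster, and 30 in a sub-cluster, with 10 CPM added to each side of the fold. A cluster with raised markers of 2 or more of the neural tube, floor plate and pre-EMT classes was clustered once more at resolution 1. The naming thresholds and this rule were set after the data were seen. The partition reported is the sixth: 5 were made earlier, and class values had been seen under 4 of them. The changes in between were made to obtain the same clusters on different processors and to divide neural cells that had stayed in a single mixed cluster.

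The markers of 20 classes, 11 gene lists, the comparisons, the other settings to be tried and the rule for naming genes were fixed before the data were examined. By that rule the 5 genes with the highest and the 5 with the lowest log2 ratio were named, among genes with at least 200 UMIs over both libraries in all cells, or 100 within a class, in all cells and in the pre-EMT, neural tube, migrating NCC and cardiac muscle classes. The gene lists were S phase, G2/M phase, Wnt targets, BMP targets, Hox paralog groups 1-3, Hox paralog groups 4-9, globin, dissociation stress, hypoxia and glycolysis, Y-linked and X inactivation. Each list was described by the percentile of its median log2 ratio among 10000 random lists of equal size, drawn from the 100 genes nearest in mean expression, with genes of at least 30 UMIs. Its use is descriptive, for these 2 libraries.

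Alternatives were run on 104 results, 1 choice at a time, where they applied. They were at least 1000 UMIs per cell, removal of cells called doublets by Scrublet (scanpy 1.11.5), both scalings, a mean over cells of normalised counts, a plain graph of 15 neighbours, resolution 1, clustering with all genes and no UMI minimum for the genes. Shares were recomputed for the pre-EMT and roof plate-like, neural tube-like, migrating NCC-like and cardiac muscle-like classes only. Not recomputed were Bmp4 in migrating NCC-like cells, Sox9 within classes, Tagln in classes other than cardiac muscle, E2f1 per class, and Hox and globin sums per class. The median and the width of the ratios over all genes carry an interval from 1000 bootstrap draws over genes. Scrublet called 2 WT and 3 KO cells. Added after the data were seen were removal of the highest 8% of Scrublet scores, the split cluster kept whole, the 10 next best Louvain runs, and shares taken of the cells in named classes only. The steps were tested on simulated data. For the comparison of KO over WT, simulated from these libraries, the recovered counts were exact in 100% of values over 18131 genes. Over 10513 genes, the interval held the true ratio for 95% of 200 changed genes and for 95.2% of unchanged genes. The counts were drawn from the Poisson model that the interval assumes. Coverage near 95% was thus built in, and it checks the code and not the fit of that model to these cells. Of 200 unchanged lists, 3% fell outside the central 95% of their random lists. The shift found by the trimmed mean lay 0.041 above the true shift on the log2 scale. That found by the median of ratios lay 0.056 above it. In this simulation of the scalings a large set of genes was raised in KO, unlike the narrow spread of ratios in these libraries. Computation used python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, anndata 0.12.19 and matplotlib 3.10.9.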

Results

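To determine how loss of Prdm6 in the Wnt1 lineage affects cardiac neural crest cells (NCCs), the study compared single-cell transcriptomes of the cardiac neural crest region between KO embryos (Prdm6f/f; Wnt1-Cre2; ZsGreen1) and WT embryos (Prdm6+/+; Wnt1-Cre2; ZsGreen1) at E9.5. There was 1 library per genotype, so no difference below has a replicate check. The WT library held 11958 cells with a median of 1597 UMIs, and the KO library held 9765 cells with a median of 1703 UMIs. The mean was 1738 UMIs and 1161 genes per cell in WT, and 1939 UMIs and 1251 genes per cell in KO. Cells ranged from 533 to 4464 UMIs in WT and from 828 to 4588 UMIs in KO.

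The targeted gene was examined before the others. Prdm6 (chromosome 18, 53463583 to 53575907, plus strand, GRCm38) encodes a histone methyltransferase. Over all cells it had 104 UMIs in WT (5.00 UMIs per 1000000 UMIs, or CPM, interval 4.09 to 6.06) and 59 in KO (3.12 CPM, interval 2.37 to 4.02). The log2 ratio of KO over WT was −0.68 (−1.17 to −0.21). A lower value is the direction of the genotype labels, but Cre deletes Prdm6 in the Wnt1 lineage only. The neural tube-like, migrating NCC-like and pre-EMT classes described below held at most 1 Prdm6 UMI per library. The pooled ratio thus rests mostly on other cells and is not read as a measure of the deletion. The alternative that moved this value most, a mean over cells of normalised counts, gave −0.83. A Prdm6 UMI was present in 0.845% of WT and 0.584% of KO cells, and in 0.528% and 0.270% after thinning. Erythroid cells should lack the gene. Of the erythroid-like cells described below, 0.703% in WT (4 of 569, median depth 2019 UMIs) and 0 of 220 in KO (median depth 2453) had a UMI, which allows a share of up to 1.36% in KO before and 1.38% after thinning. After thinning the WT share there was 0.180%. The share over all cells was thus close to this background in WT before thinning, and the shares over all cells are not read as expression.

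Graph-based clustering gave 33 clusters. A cluster of neural cells was split further, which made 44. Of these, 19 clusters fell into 10 named classes. The named classes were cardiac muscle-like, endothelial-like, erythroid-like, floor plate-like, migrating NCC-like, neural tube-like, neuron-like, pharyngeal and splanchnic mesoderm-like, pre-EMT and roof plate-like, and surface ectoderm-like, where EMT is the epithelial to mesenchymal transition by which NCCs leave the neural tube. The cardiac muscle-like cluster was led by Ankrd1, Smpx and Myl4, with the stress gene Cryab among its 10 leading genes. The migrating NCC-like cluster was led by Sox10, Tfap2b and Dlx2. The main erythroid-like cluster was led by Hba-a2 and Hba-a1 and had the immune receptor gene Csf2rb among its 10 leading genes. The median depth in WT and KO was 2362 and 3053 UMIs in cardiac muscle-like cells, 1897.5 and 2318 in pharyngeal and splanchnic mesoderm-like cells, 2463 and 3045.5 in migrating NCC-like cells, 1641 and 1887 in neural tube-like cells, and 2604 in pre-EMT and roof plate-like cells of both libraries. The other 25 clusters stayed unnamed and held 59.9% of WT and 67.3% of KO cells. No cluster met the naming rule for smooth muscle, mesenchymal NCC, sclerotome, dermomyotome, nephric mesoderm, pharyngeal endoderm, otic and placodal, notochord, macrophage or megakaryocyte cells, so smooth muscle could not be compared. Several unnamed clusters came mostly from the KO library, and such a cluster can reflect the library instead of a cell type. The largest of them was led by Hist1h2ae and held 3.79% of WT and 12.8% of KO cells.

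Cell numbers per cluster, which the study compared between genotypes, were examined as shares of each library. The neural tube-like class held 644 WT cells (5.39%, interval 4.99% to 5.81%) and 515 KO cells (5.27%, interval 4.84% to 5.74%). Hoxb8 and Lfng, which help to define this class, were over 2-fold lower within it in KO, so no order of its shares is read. Its log2 ratio of shares was −0.03 (−0.20 to 0.14), and clustering with all genes moved it to −1.88. The neural cluster before splitting, which mixes several classes, held 6.04% of WT and 5.16% of KO cells, a log2 ratio of −0.23 (−0.39 to −0.06) that excluded 0. It leaves out another neural tube-like cluster, which held 1.73% of WT and 2.85% of KO cells. With that cluster the cells numbered 929 of 11958 in WT and 782 of 9765 in KO, so no fall of neural cells as a whole is read. The pre-EMT and roof plate-like class was the smallest, with 38 WT cells (0.318%, interval 0.225% to 0.436%) and 25 KO cells (0.256%, interval 0.166% to 0.378%). Its log2 ratio of −0.31 (−1.10 to 0.45) did not exclude 0, and among the other runs of the clustering it reached 0.85. Migrating NCC-like cells made up 2.92% of WT (349 cells) and 2.72% of KO (266 cells), a log2 ratio of −0.10 (−0.34 to 0.13). It was above 0 in 5 of 10 other runs. As shares of the cells in named classes alone, the log2 ratios were 0.26 (0.09 to 0.43) for neural tube-like, −0.02 (−0.81 to 0.75) for pre-EMT and roof plate-like and 0.20 (−0.04 to 0.43) for migrating NCC-like cells. The direction in these 3 classes thus depended on the clustering or on the cells that the share is taken of, and no difference is read.

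The cardiac muscle-like class had 617 WT cells (5.16%, interval 4.77% to 5.57%) and 370 KO cells (3.79%, interval 3.42% to 4.19%). The log2 ratio was −0.45 (−0.64 to −0.26), and it stayed below 0 under each alternative run, between −0.63 and −0.15. The value of −0.15 (−0.34 to 0.04) is that among the cells in named classes. Much of the fall in this class thus depends on the larger share of unnamed cells in KO. Erythroid-like cells fell from 4.76% of WT to 2.25% of KO cells, a log2 ratio of −1.08 (−1.31 to −0.85), or −0.78 (−1.01 to −0.56) among cells in named classes. Floor plate-like cells were at 1.10% in WT and 1.43% in KO (0.39, interval 0.03 to 0.74), or 0.68 (0.33 to 1.04) among cells in named classes. The erythroid-like and floor plate-like shares were not recomputed under the other clusterings. Endothelial-like (−0.11), neuron-like (−0.05) and surface ectoderm-like (−0.08) shares had intervals of the ratio that included 0. Among cells in named classes these became 0.18 (0.01 to 0.35), 0.25 (−0.17 to 0.67) and 0.21 (0.05 to 0.37), so no direction is read. Pharyngeal and splanchnic mesoderm-like cells were at 8.06% and 5.33%, but their defining gene Postn was lower by 2.79 on the log2 scale within the class, so these shares are not compared.

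**Figure D1:**
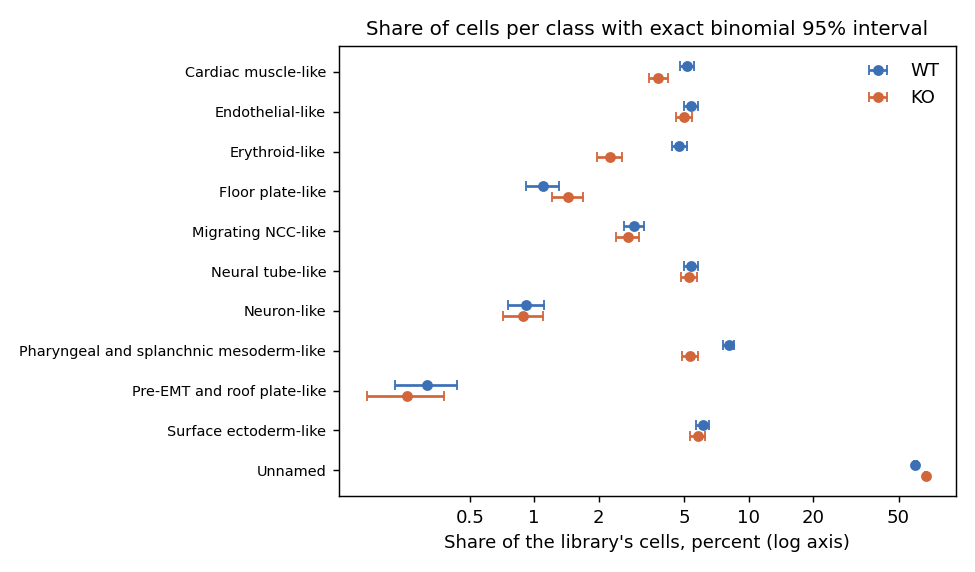
The share of each library's cells (percent, log axis) is plotted per class for WT and KO, with points for the share and bars for the exact binomial interval of 95%. Cardiac muscle-like cells are at 5.16% and 3.79% and erythroid-like cells at 4.76% and 2.25%, while the intervals of the migrating NCC-like (2.92% and 2.72%) and pre-EMT and roof plate-like (0.318% and 0.256%) classes overlap; no order is read for the neural tube-like and pharyngeal and splanchnic mesoderm-like classes.

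Prdm6 was then compared within classes, as the study described it per cluster. In cardiac muscle-like cells, Prdm6 had 22 UMIs in WT (14.7 CPM) and 19 in KO (17.3 CPM), a log2 ratio of 0.24 (−0.73 to 1.19). It was present in 3.40% of WT and 4.86% of KO cells (0.977% and 1.62% after thinning), above the erythroid-like background. In pharyngeal and splanchnic mesoderm-like cells it had 25 UMIs in WT (13.0 CPM) and 8 in KO (6.41 CPM), a ratio of −1.02 (−2.38 to 0.17) that rose to −0.14 in another run of the clustering. It was present there in 2.49% of WT and 1.35% of KO cells, and in 1.47% and 1.15% after thinning. No Prdm6 UMI was found in the pre-EMT and roof plate-like class of either library. With 38 and 25 cells, that allows up to 7.89% of WT and 12% of KO cells with a UMI, so a difference there was not detectable. Neural tube-like cells had 1 UMI in each library, and migrating NCC-like cells 0 in WT and 1 in KO. The unnamed clusters held 44 of the WT and 26 of the KO UMIs (−0.79, interval −1.54 to −0.05). The intervals in the cardiac muscle-like and pharyngeal and splanchnic mesoderm-like classes included 0, and whether the classes differ from each other was not tested.

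Wnt1 (chromosome 15, 98789857 to 98793837, plus strand) was compared because the study examined it in pre-EMT and neural tube cells. Over all cells it had 228 UMIs in WT (10.97 CPM) and 209 in KO (11.04 CPM), a log2 ratio of 0.01 (−0.27 to 0.29). A Wnt1 UMI was present in 1.29% of WT and 1.42% of KO cells, and in 0.859% and 0.975% after thinning. In the endothelial-like class, which should lack Wnt1, the shares were 0.465% at a median depth of 2102 UMIs and 0.411% at 2624, and after thinning no cell had a UMI. Cardiac muscle-like and erythroid-like cells, which should lack it too, had 0.972% and 0.176% in WT and 0.270% and 0.909% in KO (0.651% and 0.180%, and 0.270% and 0.459%, after thinning). The shares over all cells were close to the highest of these and are not read as expression. In the pre-EMT and roof plate-like class, Wnt1 had 24 UMIs in WT (249 CPM, interval 159 to 370) and 9 in KO (133 CPM, interval 60.6 to 252). The ratio was −0.91 (−2.20 to 0.25), and it was above 0 in 2 of the 9 other runs that had the class. A UMI was present in 28.9% of WT and 24% of KO cells there, and in 21.1% and 20% after thinning. Neural tube-like cells had 59 UMIs in WT (52.3 CPM) and 49 in KO (46.7 CPM), a ratio of −0.16 (−0.74 to 0.41). Shares in this class were 5.12% and 5.05%, and 3.51% and 4.68% after thinning, which goes against the CPM, so no order is read. The direction changed with the clustering: with all genes the ratio was 1.49. In the whole neural cluster before splitting, Wnt1 had 100 UMIs in WT and 78 in KO (−0.12, interval −0.57 to 0.32). Migrating NCC-like cells had 7 UMIs in WT (7.84 CPM) and 14 in KO (17.0 CPM), a ratio of 1.12 (−0.29 to 2.67). Of the 14 KO UMIs, 5 lay in a single cell, and the cells with a UMI numbered 7 in WT and 6 in KO (2.01% and 2.26%, or 0.860% and 1.88% after thinning), of which the thinned WT share was close to that background. No difference in Wnt1 between the libraries exceeded counting error in these 3 classes.

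Bmp4 (chromosome 14, 46383520 to 46390669, minus strand) was compared in neural tube and cardiac muscle cells in the study. Over all cells it had 1023 UMIs in WT (49.2 CPM, interval 46.3 to 52.3) and 716 in KO (37.8 CPM, interval 35.1 to 40.7), a log2 ratio of −0.38 (−0.52 to −0.24). The mean over cells of normalised counts moved it most, to −0.48. It was present in 6.66% of WT and 5.62% of KO cells, and in 4.06% and 2.99% after thinning. Erythroid-like cells, which should lack Bmp4, had a UMI in 2.81% of WT (median depth 2019 UMIs) and 1.36% of KO cells (median depth 2453), or 1.26% and 0.459% after thinning. Neural tube-like cells had 8 and 9 UMIs, and their shares of 1.24% and 1.36% (0.319% and 0.975% after thinning) were at or near that background, so no expression difference is read. Bmp4 in cardiac muscle-like cells had 169 UMIs in WT (113 CPM) and 132 in KO (120.1 CPM), a ratio of 0.09 (−0.25 to 0.43) that turned to −0.21 with all genes in the clustering. Its shares there were 17.8% and 20.3%, and 9.28% and 8.92% after thinning. The pharyngeal and splanchnic mesoderm-like class had 239 and 161 UMIs (0.06, interval −0.24 to 0.35). The classes that departed from this were small in counts. Migrating NCC-like cells had 17 UMIs in WT and 5 in KO (−1.65, interval −3.44 to −0.15), in 4.58% and 1.88% of cells (2.01% and 0.752% after thinning), while the erythroid-like background fell from 20 to 3 UMIs (−1.64, interval −4.03 to 0.12). Pre-EMT and roof plate-like cells had 6 and 0, at least 1.41-fold lower in KO against 3 UMIs in the class. The interval of the log2 ratio reached up to 0.27 and so included 0, and the UMIs lay in 4 of 38 and 0 of 25 cells (1 of 38 and 0 of 25 after thinning), where 25 cells allow a share of up to 12%. In the unnamed clusters Bmp4 had 442 and 293 UMIs (−0.62, interval −0.84 to −0.40).

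**Figure D2:**
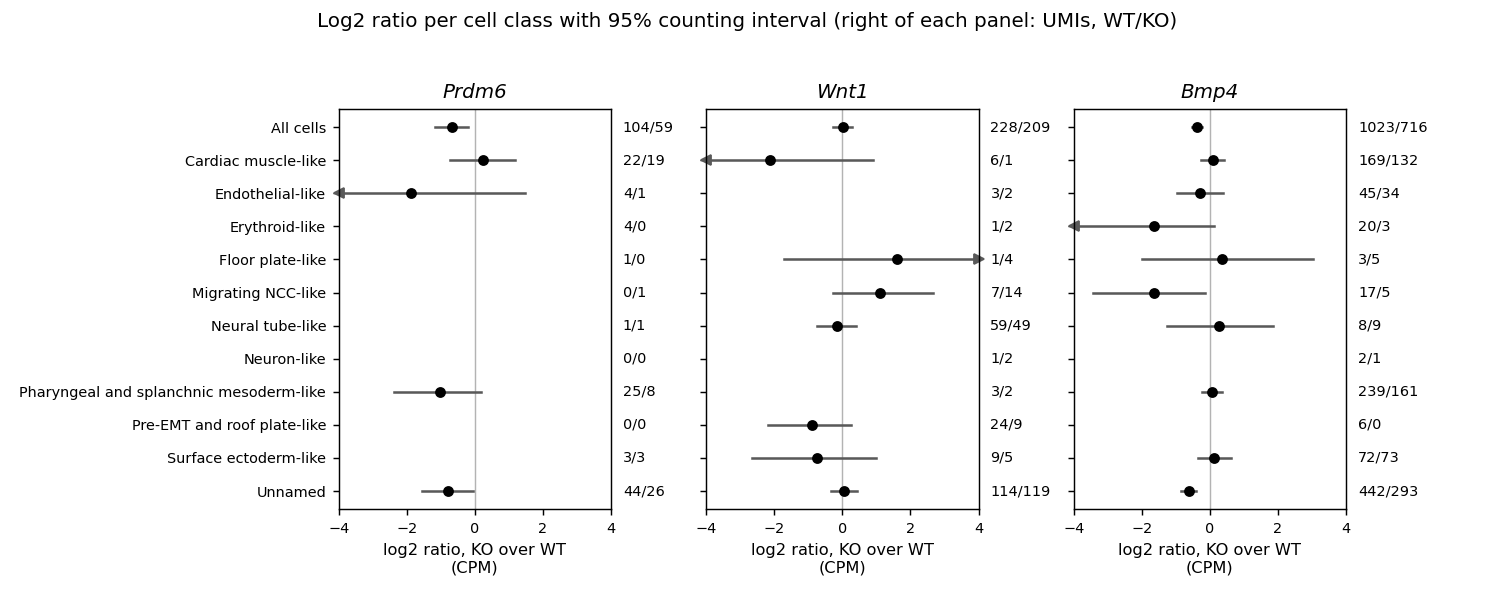
The log2 ratio of KO over WT in CPM (horizontal axis) is plotted per class for Prdm6, Wnt1 and Bmp4, with points for the ratio, bars for the counting interval of 95%, arrowheads where a bar leaves the axis, UMI counts of WT and KO at the right, and no point where a library had 0 UMIs or both had 3 or fewer. Intervals below 0 are seen for Prdm6 over all cells (−0.68) and in unnamed clusters (−0.79), and for Bmp4 over all cells (−0.38), in unnamed clusters (−0.62) and in migrating NCC-like cells (−1.65), and for Wnt1 in no class.

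Next, 6 smooth muscle, endothelial and axon guidance genes that the study described in a cardiac muscle cluster were compared. In the cardiac muscle-like class Tagln (chromosome 9, 45929619 to 45936058) had 1149 UMIs in WT (767 CPM) and 873 in KO (794 CPM), a log2 ratio of 0.05 (−0.08 to 0.18). Actg2 had 10 UMIs in WT and 17 in KO (1.21, interval 0.00 to 2.50), and clustering with all genes moved this most, to 0.77. Sema3c had 79 UMIs in WT (52.7 CPM) and 80 in KO (72.8 CPM), a ratio of 0.47 (−0.00 to 0.93). Chd7 (chromosome 4, 8690406 to 8867659) had 254 UMIs in WT (169 CPM) and 284 in KO (258 CPM), a ratio of 0.61 (0.36 to 0.86) that stayed between 0.56 and 0.67 under each alternative run. It was also higher in KO over all cells, by 0.28 (0.22 to 0.34). Sema6d had 34 and 25 UMIs (0.00, interval −0.80 to 0.79). Cd34 had 10 and 9 (0.30, interval −1.18 to 1.75), and its ratio became −0.94 when the cells with the highest Scrublet scores were left out. Of the 6 genes, Chd7 had an interval above 0, the lower limits of Actg2 and Sema3c lay at 0.00 and −0.00, and the intervals of the other 3 included 0.

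Further genes were chosen here that were measured in other assays of the study, outside its single-cell data. In cardiac muscle-like cells Myh11 had 9 UMIs in WT and 5 in KO, Tfap2b 10 and 8, Sox9 86 and 54, Kdr 54 and 31, and Fn1 255 and 178, and the interval of each ratio included 0. Over all cells Tfap2b was at 32.6 CPM in WT and 37.4 in KO, a ratio of 0.20 (0.04 to 0.35), and it did not differ in migrating NCC-like cells (322 and 301 UMIs, 0.02, interval −0.21 to 0.25). Sox9 was at 263 and 226 CPM (−0.21, interval −0.27 to −0.16), Tagln at 109.5 and 96.0 (−0.19, interval −0.28 to −0.10), Kdr at 54.5 and 48.1 (−0.18, interval −0.31 to −0.05), Cd34 at 61.9 and 56.8 (−0.13, interval −0.24 to −0.01) and Sema3c at 28.0 and 24.0 (−0.22, interval −0.40 to −0.04). Fn1 (−0.03), Sema6d (−0.03), Myh11 (−0.09) and Actg2 (0.21) had intervals that included 0 over all cells, and the sign of each changed under at least 1 alternative. These values are open to the different make-up of the libraries. Within classes, Sox9 was lower in pharyngeal and splanchnic mesoderm-like (−0.74, interval −0.95 to −0.52) and surface ectoderm-like cells (−0.41, interval −0.52 to −0.29). Tagln was lower in pharyngeal and splanchnic mesoderm-like (−0.54, interval −0.92 to −0.18) and migrating NCC-like cells (−0.92, interval −1.82 to −0.07). In no other named class did the interval of either gene exclude 0.

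Loss of Prdm6 is linked by the study to cell cycle progression, so UMIs were summed over S phase and G2/M phase genes. Over all cells the S phase sum was 6166 CPM in WT and 6394 in KO (0.05, interval 0.04 to 0.06), and the G2/M sum was 10282 and 11060 (0.11, interval 0.10 to 0.11). Scaling by a median of ratios moved both most, to 0.12 and 0.17. In neural tube-like cells the S phase ratio was 0.01 (−0.04 to 0.05) and the G2/M ratio 0.12 (0.09 to 0.16). In pre-EMT and roof plate-like cells they were 0.06 (−0.13 to 0.24) and 0.32 (0.19 to 0.45). In migrating NCC-like cells they were 0.10 (0.04 to 0.15) and 0.08 (0.03 to 0.12). In cardiac muscle-like cells the S phase ratio was −0.06 (−0.12 to −0.01), which a median of ratios scaling turned to 0.00, and the G2/M ratio was 0.02 (−0.02 to 0.06). The S phase ratio changed sign with the clustering in neural tube-like cells, where it was −0.08 with all genes, and in pre-EMT and roof plate-like cells, where it was −0.08 at resolution 1.

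Over 10513 genes with at least 200 UMIs the log2 ratio of KO over WT had a median of −0.06, and 90% of genes lay between −0.44 and 0.30, a width of 0.73. Without a UMI minimum the width was 1.72. The 10 genes with most UMIs took 6.87% of the UMIs in WT and 6.51% in KO. S phase genes had a median ratio of 0.03, at percentile 89.7 among 10000 matched random lists, and G2/M genes 0.08, at 99.7. Wnt targets were at −0.07, at percentile 38.7, while their summed UMIs gave 0.03. The median of BMP targets was −0.18, at percentile 3.66. For Hox genes the median was −0.15 in paralog groups 1-3, at percentile 12.5, and −0.69 in paralog groups 4-9, lower than in all random lists, with 0 of 12 genes above 0. Dissociation stress genes were at −0.24 (percentile 2.20) and hypoxia and glycolysis genes at −0.09 (percentile 6.66). Globin genes were at −0.93 and Y-linked genes at −1.11, both lower than all random lists, and the X inactivation pair Xist and Tsix was at 0.96, at percentile 99.985. The medians of all 11 lists kept their sign under the alternatives run.

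The genes named by the fixed rule over all cells were, on the high side, E2f1, Hist1h1b, Hist1h2ae, 1810009A15Rik and Wfdc2. E2f1 (chromosome 2, 154559407 to 154569892, minus strand) had 55 UMIs in WT (2.65 CPM, interval 1.99 to 3.44) and 266 in KO (14.0 CPM, interval 12.4 to 15.8), a ratio of 2.41 (1.98 to 2.85). The strain name of the Wnt1-Cre2 transgene, which both genotypes carry, includes E2f1. Hist1h1b had 769 and 2467 UMIs (1.82), Hist1h2ae 1402 and 4176 (1.71), 1810009A15Rik 123 and 318 (1.50) and Wfdc2 325 and 797 (1.43). On the low side were Rbp4 with 628 and 81 UMIs (−2.82), Lhx9 with 192 and 26 (−2.75), T with 193 and 51 (−1.79), Afp with 574 and 158 (−1.73) and Gm15446 with 233 and 71 (−1.58). Rbp4 and Afp are leading genes of an unnamed cluster that held 358 WT and 140 KO cells. Both were lower in KO within it (Rbp4 −2.71, interval −3.24 to −2.22; Afp −0.65, interval −0.98 to −0.33) and outside it (−1.76 and −2.14), so its size alone does not account for their ratios. Histone and globin genes have near-identical copies among which reads can be split, and Tsix overlaps Xist on the other strand, so their values are uncertain.

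**Figure D3:**
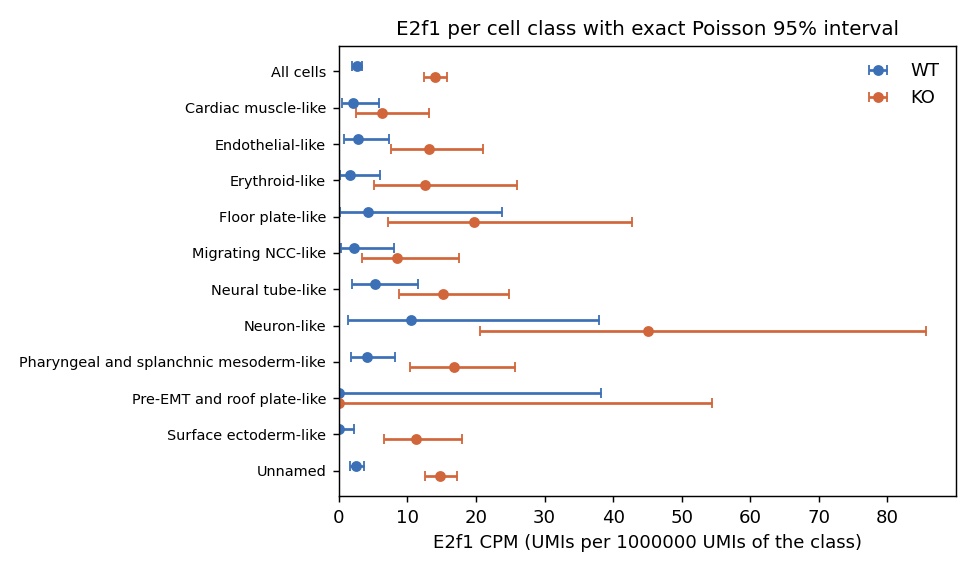
E2f1 CPM within the class (UMIs per 1000000 UMIs, horizontal axis, from 0) are plotted per class for WT and KO, with points for the value and bars for the exact Poisson interval of 95%. KO lies above WT over all cells (14.0 against 2.65) and in each class but the pre-EMT and roof plate-like class, where neither library had a UMI, and the intervals of the 2 libraries overlap in cardiac muscle-like, erythroid-like, floor plate-like, migrating NCC-like, neural tube-like and neuron-like cells.

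Within classes, the genes named by the same rule were in part shared. In pre-EMT and roof plate-like cells, where 214 genes had enough UMIs, the highest were Cox6c (1.24), Ncl (0.99), Tmsb4x (0.95), Ccnd2 (0.81) and Gm42418 (0.81) and the lowest Hba-x (−1.46), Hbb-y (−0.96), Mest (−0.90), Hypk (−0.73) and Rbm15 (−0.68). In neural tube-like cells the highest of 4215 genes were Hist1h1b (1.85), Hist1h2ae (1.84), Xist (1.41), Tsix (1.25) and Gm42418 (1.18). The lowest, apart from Hoxb8, which helps to define the class, were Hba-a2 (−1.55), Hba-x (−1.32), Nup188 (−1.14) and Hbb-bh1 (−1.11). In migrating NCC-like cells the highest of 3480 genes were Hist1h1b (2.32), Xist (1.53), Gcc2 (1.50), Tsix (1.49) and Hist1h2ae (1.41), and the lowest were Hoxb8 (−2.01), Hba-a1 (−1.50), Hba-x (−1.43), Hbb-y (−1.29) and Hbb-bh1 (−1.26). Hoxb8 had 157 UMIs in WT and 36 in KO there. In cardiac muscle-like cells the highest of 4728 genes were Dqx1 (1.28), Fam111a (1.21), Borcs7 (1.12), Trappc10 (1.04) and Hist1h2ae (1.01), and the lowest were Ptk7 (−1.40), Hba-x (−1.40), Endog (−1.25), Hba-a1 (−1.17) and Hbb-y (−1.15). Ptk7 had 166 UMIs in WT and 46 in KO in this class, and 3603 and 1390 over all cells (−1.24, interval −1.33 to −1.15).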

Values the study reported

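The study reported a mean of 2742 counts per cell for WT and 3102 for KO. The mean number of genes detected per cell was given as 1294 for WT and 1432 for KO. The clustering of the study gave 31 clusters. Prdm6 transcripts were described as lower in KO in 2 of these clusters, 1 of cardiac muscle and 1 of pre-EMT cells.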

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

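The 10 next best Louvain runs, the split cluster kept whole, shares of the cells in named classes and the removal of the highest 8% of Scrublet scores were chosen after the data were seen, and the other alternatives were planned. Each of 104 results was recomputed, which gave 971 alternative values. Among the values that answer a comparison, 273 stayed inside the counting interval of the reported value, 43 moved out of it, and 3 changed sign where the interval as reported excluded 0. Of the 43, 11 also had the other sign, in results whose reported interval included 0. Among the other values, 600 stayed inside and 52 moved. Of these 52, 50 had the same sign as reported and 32 lay nearer to 0. No paired analysis was possible because each genotype had 1 library. An upper UMI limit, mitochondrial and ribosomal genes kept in the sums and a limit on the mitochondrial share were planned but not run, since no cell exceeded the limit and the tables held no such genes.

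Over all cells, Prdm6 stayed between −0.83 and −0.62, and Bmp4 between −0.48 and −0.32, under the 6 alternatives run. Wnt1 over all cells stayed between −0.08 and 0.07. Within the cardiac muscle-like class, Chd7 (0.56 to 0.67), Sema3c (0.37 to 0.59), Actg2 (0.77 to 1.28), Tagln (0.03 to 0.14), Prdm6 (0.10 to 0.38) and the share of cells (−0.63 to −0.15) each kept their sign. Bmp4, Sema6d and Cd34 in that class changed sign under some alternatives while staying inside their intervals. Wnt1 in migrating NCC-like cells kept its sign (0.67 to 2.04) but with few UMIs.

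Results for the neural classes depended on the clustering, and the cause was not tested. For Wnt1 in pre-EMT and roof plate-like cells the highest of the other runs gave 0.34, against −0.91 as reported. For Wnt1 in neural tube-like cells, resolution 1 gave 0.56, clustering with all genes 1.49, and the other runs between −1.16 and 0.89. Bmp4 in neural tube-like cells was −1.26 at resolution 1 and between −0.79 and 1.89 over the other runs, and 7 of its 12 values kept the reported sign. The log2 ratio of shares reached 0.85 in another run for pre-EMT and roof plate-like cells. For neural tube-like cells it was 0.36 with a plain graph, −0.39 at resolution 1, −1.88 with all genes and between −1.83 and 0.17 over the other runs. For migrating NCC-like cells it lay between −0.43 and 0.16 over the other runs. Among cells in named classes the log2 ratio of shares was 0.26 for neural tube-like, 0.20 for migrating NCC-like and −0.15 for cardiac muscle-like cells, all above the interval as reported. Of the 10 other runs, 9 had a pre-EMT and roof plate-like class.

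Among cell cycle sums, whose counting intervals are narrow, both scalings moved ratios upward by construction, since they take a shift of −0.06 (trimmed mean) or −0.07 (median of ratios) over all cells as no change. Over all results, 11 and 10 values left their interval under them, all upward. On data simulated with a large set of genes raised in KO, the 2 scalings missed the true shift by 0.041 and 0.056, so the size of these moves is uncertain. S phase over all cells became 0.11 with the trimmed mean, 0.12 with the median of ratios and 0.069 with at least 1000 UMIs per cell. G2/M over all cells became 0.16, 0.17 and 0.12 under these. In neural tube-like cells S phase became 0.086 and 0.058 under the scalings and −0.077 with all genes in the clustering, and G2/M became 0.20, 0.18 and 0.042, and between 0.060 and 0.17 over the other runs. For cardiac muscle-like cells S phase became −0.0072 with the trimmed mean and changed sign to 0.0014 with the median of ratios, and G2/M became 0.074 and 0.083. G2/M in migrating NCC-like cells became 0.13 with the trimmed mean. G2/M in pre-EMT and roof plate-like cells became 0.13 with all genes, 0.13 with the split cluster kept whole and 0.054 in the lowest of the other runs, so the value of 0.32 depended on which cells made up this class.

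Over all genes the median ratio of −0.06 became 0.0038 with the trimmed mean and 0.0095 with the median of ratios, which is what these scalings aim at, −0.060 as a mean over cells and −0.065 without a UMI minimum. The width of 0.73 became 0.75 with at least 1000 UMIs per cell, 0.75 as a mean over cells and 1.72 without a UMI minimum, which admits genes with few UMIs.

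Depth sets limits on these results. Cells of the KO library were deeper, and a minimum of 1000 UMIs left out 11.4% of WT and 1.28% of KO cells, yet each of the 104 results kept its sign under it. Prdm6 had 104 UMIs in WT and 59 in KO, so its class values rest on few molecules. Scrublet called 2 WT and 3 KO cells, at automatic score thresholds of 0.758 and 0.664, and why it called so few was not tested, so it does not show whether doublets remain. Leaving out the cells with the highest 8% of scores (957 in WT and 781 in KO) changed the sign of 3 results and moved none out of its interval.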

Other observations

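Of the tests below, those of E2f1 against the lineage, free RNA and S phase, of Wnt1 against free RNA and pre-EMT cells, of Hox genes against axial extent and the lineage, and of Xist, globin and Ptk7 were chosen after the result was seen. The others were written down before the value that the test measures was seen, though after the pattern was noticed, and their values had been seen under an earlier partition of the cells.

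The mean number of UMIs per cell was 1738 in WT and 1939 in KO. These are lower than the values quoted from the study above, which does not say whether its means include the mitochondrial and ribosomal UMIs that the deposited tables lack.

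E2f1 had the highest ratio of all ranked genes, with 55 UMIs in WT and 266 in KO (2.41). Different make-up of the libraries is argued against, since giving the KO library the cluster weights of WT left a ratio of 2.35. An effect of Prdm6 loss in Wnt1-lineage cells only is argued against too: in cardiac muscle-like, endothelial-like and erythroid-like cells together, most of which should lie outside that lineage, the ratio was 2.26 (1.15 to 3.51, with 9 and 31 UMIs). In KO, E2f1 was at 6.37 CPM (2.56 to 13.1) in the cardiac muscle-like, 13.2 in the endothelial-like and 12.6 in the erythroid-like class, against 14.0 over all cells. Free RNA from migrating NCC-like cells is argued against as the source: E2f1 in these 3 classes of KO stood at 0.31 (−0.90 to 1.74) on the log2 scale relative to migrating NCC-like cells, while the 10 markers of the latter, summed, stood at −1.72 (−1.82 to −1.62). Free RNA from unnamed cells of the lineage was not tested. The median of the S phase list was 0.031, far below the E2f1 ratio, which argues against a general rise of E2F activity. A difference between the libraries at the Cre transgene, whose strain name places it at E2f1, stays open as a candidate explanation. It predicts a like rise in both sexes and in all classes and none in neighbouring genes. In cells with Y-linked UMIs and no Xist the ratio was 2.35 (8 and 17 UMIs), and in cells with Xist and no Y-linked UMI it was 2.09 (13 and 107 UMIs). The 17 genes within 1 megabase lay between −0.51 and 0.31. Of the 10 classes, 8 gave a ratio, between 1.52 and 2.91. The interval was above 0 in 5 classes, among them surface ectoderm-like cells with 0 and 17 UMIs (at least 6.13-fold higher in KO against 3 UMIs in the class, with a lower limit of the log2 ratio of 2.16), and included 0 in 4, and pre-EMT and roof plate-like cells had no UMI. Transgene copy number or transcripts that start in the transgene might give this, and the tables cannot separate them. Zygosity is less likely, since in the cross that the paper describes only 1 parent carried Wnt1-Cre2. Transcripts from the Wnt1 promoter of the transgene would be expected mainly in the Wnt1 lineage, whereas the ratio was 2.26 in the 3 classes mostly outside it. If the transgene does differ, the libraries may differ in more than Prdm6. A batch difference that acts on E2f1 alone was not tested.

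Prdm6 and Bmp4 were both lower in KO over all cells. With the cluster weights of WT, the Bmp4 ratio moved from −0.38 to −0.13 (−0.27 to 0.02), so a different make-up of the libraries may account for much of it. The Prdm6 ratio moved from −0.68 to −0.53 (−1.01 to −0.05). The 104 and 59 UMIs are too few to show whether make-up contributed to it. Ptk7, which was singled out after its values were seen, had 3603 UMIs in WT and 1390 in KO. Its ratio of −1.24 stayed at −1.07 (−1.16 to −0.98) with WT weights, which argues against make-up as the whole cause. A batch difference, a strain variant and an effect of genotype stay open and untested for Ptk7.

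Wnt1 in migrating NCC-like cells had 7 and 14 UMIs (1.12), a pattern first noticed under an earlier partition of the cells. Its interval included 0, and 5 of the 14 UMIs came from 1 cell, so there may be no rise to explain. None of 3 technical explanations can be settled at these counts. In cardiac muscle-like, endothelial-like and erythroid-like cells, where Wnt1 can only be free RNA or misplaced cells, the ratio was −0.53 (−2.42 to 1.16), with 10 and 5 UMIs. The summed neural tube markers Olig3, Sox1 and Sox2 within the class gave −0.19 (−0.58 to 0.20). The summed pre-EMT and roof plate markers gave −0.27 (−0.50 to −0.05). Neither marker sum rose as grouped neural tube or pre-EMT cells would require, but a single cell with 5 UMIs would not show in them.

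Hox paralog groups 4-9 were lower in KO over all cells (5359 and 3140 UMIs, −0.64), and groups 1-3 less so (5971 and 4924 UMIs, −0.14). Make-up is argued against, as the ratio of groups 4-9 with WT weights was −0.70. Within the clusters split from the neural cluster and the other neural tube-like cells, 929 WT and 782 KO cells, groups 4-9 had 738 and 446 UMIs (−0.72) and groups 1-3 had 723 and 607 (−0.24). Neuron-like cells departed from this, with −0.05 (−0.40 to 0.31) for groups 4-9 and −0.65 (−1.09 to −0.23) for groups 1-3. A KO dissection that reached less far toward the tail may account for the pooled values, and may also bear on T, at −1.79 over all cells. Since neuron-like cells depart, it stays open. Groups 4-9 were also lower in cardiac muscle-like (−0.74, interval −1.24 to −0.25), endothelial-like (−0.65, −0.99 to −0.32) and erythroid-like cells (−0.57, −1.15 to −0.03), most of which should lie outside the Wnt1 lineage. This argues against an effect of Prdm6 loss in Wnt1-lineage cells only, unless free RNA carries it, which was not tested. Other effects of genotype, or a difference in the age of the embryos, were not separated from the dissection.

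Xist had 3310 UMIs in WT and 6331 in KO (1.07), and the Y-linked genes 2246 and 986 (−1.05). More female embryos in the KO pool may account for both. The 4 X-linked homologs of the Y-linked genes, which can escape X inactivation, would then be higher in KO, and their sum was (15355 and 17316 UMIs, 0.31, interval 0.28 to 0.34). Ddx3x (0.33), Eif2s3x (0.31) and Kdm6a (0.28) rose, and Kdm5c (−0.01) did not. Xist, Tsix and the Y-linked genes were left out of the clustering, and the homologs were not. Other genes that differ by sex are open to the same imbalance.

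Globin genes were lower in KO outside the erythroid-like class, with 96287 and 43798 UMIs (−1.04), and not within it, where the ratio was 0.04 (0.03 to 0.05). The erythroid-like share of cells fell by a like amount (−1.08, interval −1.31 to −0.85), and in the 9 other named classes the globin ratio lay between −1.34 and −1.12. Less free globin RNA, where fewer erythroid cells were captured, is thus a candidate explanation for the globin genes among the lowest in each class. An effect of genotype on blood was not tested.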
